A study of Mus musculus with 8 samples.

How the data were processed

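Nuclei from the striatum of 32 mice, 12 weeks of age and of 8 inbred strains, were profiled with the 10x Genomics Multiome assay, which reads nuclear RNA and open chromatin (ATAC) from the same nucleus. Per the labels, each of 4 batches pooled nuclei of 1 mouse of every strain before loading, and male and female mice were balanced within a batch. A mouse was therefore identified here by its batch and its strain, and the batch served as the replicate number, 4 mice per strain.

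The deposited expression matrices hold raw counts per gene and barcode, whole numbers of unique molecular identifiers (UMIs), with no normalization. The labels do not state the aligner, the counting tool, the annotation or the genome build, so genes are named by the symbols in the files and no coordinates are given. The authors assigned barcodes to strains with Demuxlet, separately from the RNA and the ATAC reads. They then kept nuclei with over 200 and under 7500 detected genes and under 15% mitochondrial counts, ran DoubletFinder, removed further nuclei on biological relevance and annotated the clusters. The deposited table gives the outcome of each step per barcode as categories (unit other in the record of files), and its calls and cluster names were used unchanged. The deposited index of accessible regions lists peak positions and barcodes (also other, not signal), and the matrix of peaks by nuclei was not analysed here.

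The deposited table writes C57BL/6NJ where the series' design text writes C57BL/6J; the strain is called C57BL/6 here. Of 89339 barcodes, 65804 were singlets with the same strain from both kinds of reads, 65394 passed the quality filter, and DoubletFinder called 6719 of these doublets. After 3003 further removals by the authors, 55672 annotated nuclei remained in 18 clusters, and these were analysed. They had 203 to 7454 detected genes and at most 15.0% mitochondrial counts, inside the stated limits. No further filter on nuclei and no further doublet caller was applied. The names of the clusters were checked against marker genes listed in advance.

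Raw counts of the nuclei of a mouse in a cluster were summed into 1 library, since nuclei of 1 mouse are not replicates. Libraries of fewer than 10 nuclei were left out, and a cluster was tested if at least 3 mice of every strain remained, which held for 9 of the 18 clusters. Genes were filtered with filterByExpr grouped by strain, libraries were scaled by TMM, and a robust quasi-likelihood model with strain and batch was fitted in edgeR 4.0.16 (R 4.3.3). The strain term was tested with 7 degrees of freedom, and p-values were adjusted by Benjamini-Hochberg within a cluster. A gene was called at an adjusted p under 0.05. In the same fit of Drd1+ neurons, the cluster with most nuclei, each strain was contrasted with the mean of the other 7 and with each other strain, 28 pairs in all. The interaction of strain and cluster was tested in edgeR over Drd1+ and Drd2+ neurons with the mouse as a block. CPM of named genes (counts per 1e+06) are counts over the TMM-scaled total of the library, and log2 CPM used a prior count of 2. CPM of marker genes are counts over the total of a cluster, without scaling.

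Shares of nuclei per cluster (log2, with 0.5 nuclei added), nuclei per mouse and median UMIs per nucleus were compared between strains by the F statistic in permutation tests of 100000 resamples, with strain labels permuted within batch. The F statistic makes these tests two-sided. Adjustment was by Benjamini-Hochberg over the 18 clusters. Resampling used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1.

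Marker genes, comparisons with their tests, and the rules for naming genes were set in advance. For the strain term these are the 10 genes with the largest F statistic in Drd1+ neurons among called genes of at least 10 CPM. For each strain against the others it is the called gene with the largest absolute log2 fold change, at least 10 CPM on the higher side, whose 4 mice all lie outside the range of the other 28. For the interaction they are the 5 called genes with the largest F statistic. A list of 20 genes, known to vary between inbred strains or to mark striatal projection neurons, was also fixed in advance.

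The fits of the strain term were tested on simulated data with the depths and spreads of these libraries, in which about 200 genes were changed 2-fold in 1 strain. The strain term recovered 82.7% of the changed genes in Drd1+ neurons, 73.2% in Drd2+ neurons, 53.1% in oligodendrocytes, 48.2% in astrocytes, 34.8% in macrophages, 50.8% in the second Drd1+ cluster, 17.0% in Nxph1+ interneurons, 0.524% in endothelium and 1.15% in the cluster Polydendrocyte/Oligodendrocyte. Of the simulated calls, 0 to 13.5% were false. The interaction was simulated with the depths of these libraries, about 200 genes being changed 2-fold in 1 strain in Drd2+ neurons alone. Its spread was assumed to be the same for all genes, as was the size of differences between mice. The interaction fit recovered 51.3% of its changed genes, which need not hold for the real spreads. On random normal values, the permutation test gave p under 0.05 in 2 of 40 simulations without a difference. It did so in 20 of 20 in which 1 strain was shifted by several SD. So large a shift says little of the power for the shares measured here.

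The alternatives were other scaling (RLE, DESeq2's size factors), no expression filter, DESeq2 1.42.0, limma-voom (limma 3.58.1), no batch block, leaving out each replicate, each strain, or CAST/EiJ and PWK/PhJ together, at least 50 nuclei per library, equal numbers of nuclei or of counts per library, trimming the 10% of nuclei with most and the 10% with fewest UMIs, other references or effect sizes, and other denominators and scales for shares. Of these, draws of 100 nuclei per library and counts thinned to 1 total over 7 clusters were added after the data were seen. Random draws used a fixed seed. No sex is given per mouse in the deposited table, so the planned test of sex was not run, and sex was not inferred as a group. Intervals for single shares and counts are exact binomial or Poisson intervals at 95% and cover counting error only; their use on single mice was chosen after the values were seen.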

Results

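Nuclear RNA was measured in single nuclei from the striatum of 32 mice of 8 inbred strains: 129S1/SvImJ, A/J, C57BL/6, CAST/EiJ, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ and WSB/EiJ. CAST/EiJ, PWK/PhJ and WSB/EiJ descend from wild mice, the first and second of these from other subspecies than most laboratory strains. The question behind the design is how gene expression in the cells of the striatum varies with genetic background. Each of the 4 batches held 1 mouse of every strain.

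The matrices of batches 1 to 4 held 22800, 23323, 24378 and 18838 barcodes with 133083801, 133840909, 113069783 and 109337007 counts. The authors' filters kept 15367, 15626, 11826 and 12853 annotated nuclei, 67.4%, 67.0%, 48.5% and 68.2% of the barcodes. Kept nuclei of these batches held 75120520, 77698312, 43538698 and 62604869 counts, and their median UMIs per nucleus were 4842, 4931, 3232 and 4593. Batch 3 was thus the shallowest of the 4. Over all kept nuclei the median was 4329 UMIs and 2081 genes.

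A mouse contributed 1740 ± 564 nuclei (SD, n = 32), with a range of 944 to 4416. Nuclei per mouse did not differ between strains in the permutation test (F = 1.29, p = 0.292), nor did the median UMIs per nucleus (F = 0.836, p = 0.567). Over the nuclei of Drd1+ neurons alone, the median UMIs differed between strains (permutation p = 4e-05), the only alternative that changed this comparison.

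The authors' annotation divides the nuclei into 18 clusters. Drd1+ neurons made up 27.7% of all nuclei, Drd2+ neurons 23.7%, oligodendrocytes 21.7%, astrocytes 8.53% and macrophages 4.74%. A second Drd1+ cluster held 2.71% of nuclei, and each of the other 12 held at most 2.2%. Median UMIs per nucleus ranged from 1432 in macrophages to 8370.5 in Chat+ interneurons, so the depth behind each cluster differed.

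The marker genes mostly followed the names of the clusters. Drd1 reached 219 CPM in Drd1+ neurons and 10.2 CPM in Drd2+ neurons, and Drd2 reached 11.9 and 437 CPM. The second Drd1+ cluster held the highest CPM of all 5 markers listed for eccentric projection neurons, a rarer projection neuron, among them Otof (220 CPM) and Casz1 (132 CPM). The mural marker Rgs5 was higher in endothelium (1854 CPM) than in mural cells (403 CPM). The cluster named Unknown was highest for Dcx (348 CPM), Sox11 (445 CPM) and Top2a (314 CPM).

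To ask whether genetic background changes the cellular make-up of the sampled tissue, the share of each cluster among the nuclei of a mouse was compared between strains. Of 18 clusters, 1 differed at an adjusted p under 0.05, and 4 at an unadjusted p under 0.05. The share of macrophages was highest in PWK/PhJ, at 5.83% ± 0.523 (SD, n = 4), and lowest in CAST/EiJ, at 3.11% ± 0.645 (permutation test, F = 8.75, p = 0.0001, adjusted p = 0.0018). This call depended on batch 1, without which the adjusted p of the permutation test was 0.0774. Drd1+ neurons ranged from 21.0% ± 1.32 in NOD/ShiLtJ to 30.6% ± 5.28 in CAST/EiJ (n = 4 each, permutation test, adjusted p = 0.0685) and oligodendrocytes from 17.8% ± 3.43 in CAST/EiJ to 29.1% ± 4.11 in NOD/ShiLtJ (permutation test, adjusted p = 0.0756), neither past the threshold. Both passed it in alternatives. Over these the adjusted p of the permutation test ran from 0.0084 to 0.248 for Drd1+ neurons and from 0.0084 to 0.423 for oligodendrocytes. The lowest values came after trimming of the nuclei with most and fewest UMIs. The limits of this trimming were set over all nuclei of a batch, and median UMIs were 6505 in Drd1+ neurons but 1640 in oligodendrocytes. Those of Drd1+ neurons also differed between strains. Trimming can thus change these shares by itself, and its lower values do not strengthen the calls. The second Drd1+ cluster was also at 0.0756 after adjustment of its permutation test (0.0347 to 0.275 over the alternatives). With shares taken of neurons or of non-neurons in place of all nuclei, 5 clusters were called, the alternative that raised this count most.

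Strain-dependent genes were sought in each of the 9 clusters with enough mice. In Drd1+ neurons, with 1710451 to 9416806 counts per mouse, 8283 of 13431 tested genes were called by the strain term (edgeR quasi-likelihood, Benjamini-Hochberg), and 8860 had an unadjusted p under 0.05. Of the called genes, 3369 had fitted strain means that spanned at least 1 on the log2 scale. In Drd2+ neurons 7153 of 12799 genes were called, in oligodendrocytes 3161 of 9082, in astrocytes 1767 of 8207, in macrophages 957 of 3858 and in the second Drd1+ cluster 958 of 5544. Fewer were called in endothelium (161 of 4986, 29 mice), Nxph1+ interneurons (61 of 3987) and the cluster Polydendrocyte/Oligodendrocyte (26 of 2099, 27 mice). The alternative that moved the count of Drd1+ neurons most was thinning of the libraries of 7 clusters to 1 total, with 115 called genes, added after the data were seen. Of the planned ones it was 10 nuclei per library, with 130. Numbers of calls are not comparable between clusters, because median counts per library ranged from 2996880 in Drd1+ neurons to 42563 in the cluster Polydendrocyte/Oligodendrocyte.

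**Figure D1:**
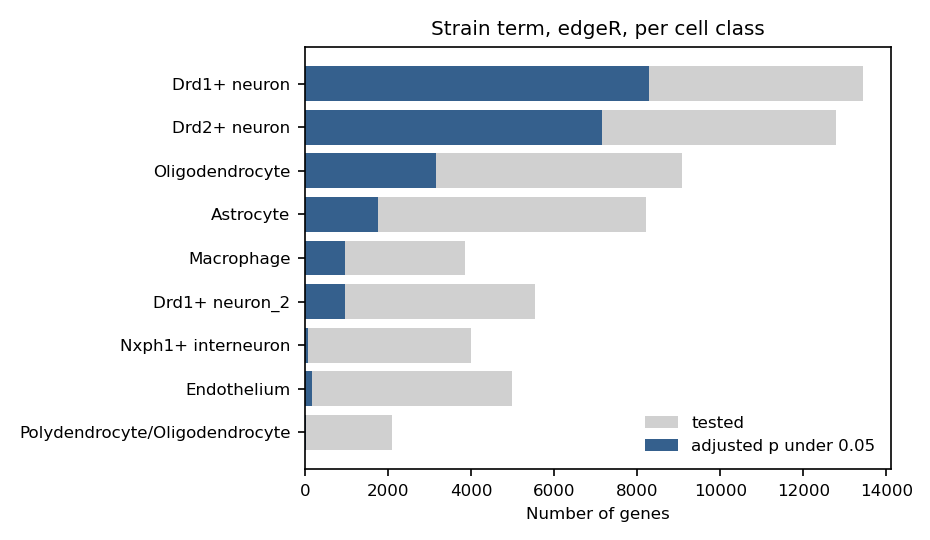
Number of genes tested (grey) and called by the strain term at an adjusted p under 0.05 (blue) in each of 9 clusters, ordered by number of nuclei. Drd1+ neurons are at the top, with 8283 of 13431 genes.

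Strain accounted for a median of 46.1% of the variance of log2 CPM over 9050 genes in Drd1+ neurons, where labels that carry no information have an expected mean of 22.6%. Batch accounted for 11.9%, where that mean is 9.68%. In astrocytes strain accounted for 28.4% and in Nxph1+ interneurons for 24.9%. The first principal component of Drd1+ neurons held 20.4% of the variance, and 99.4% of its variation lay between strains. On the second component, with 11.3% of the variance, 91.7% lay between strains, and on the third, with 9.86%, 44.1% lay between batches and 30.4% between strains. Transcripts of the Y chromosome, found in 18 mice, partly went with the third component, a comparison made after the scores were seen. In batch 1 the 5 mice with them scored -16.4 to -5.38, and the other mice -1.13 to 6.22. In batches 2 to 4 the ranges of these sets overlapped. The fits held no term for sex.

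**Figure D2:**
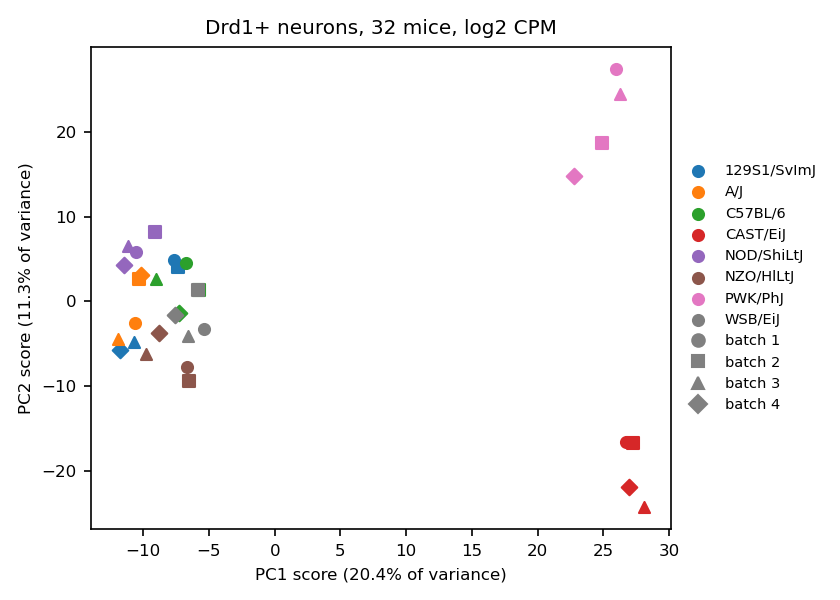
Scores of 32 mice on the first 2 principal components of log2 CPM in Drd1+ neurons, with colours for strains and symbols for batches. The first component holds 20.4% of the variance. It sets CAST/EiJ and PWK/PhJ apart from the other 6 strains.

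The largest F statistic of the strain term in Drd1+ neurons belonged to Cwc22 (F = 2134, edgeR adjusted p = 1.21e-49). Its mean was 1564 ± 104 CPM (SD, n = 4) in WSB/EiJ, while the means of the other 7 strains lay between 30.5 CPM in PWK/PhJ and 56.1 CPM in A/J. Catspere1 ranged from 0.282 ± 0.196 CPM in 129S1/SvImJ, with 4 counts in all, to 143 ± 8.96 CPM in PWK/PhJ (edgeR adjusted p = 5.88e-39). A/J, WSB/EiJ and NZO/HlLtJ were also at 74.6 CPM or more. Catspere2 ranged from 56.1 ± 8.47 CPM in CAST/EiJ to 535 ± 25.6 CPM in PWK/PhJ. Dnah6 lay between 2.42 ± 0.507 CPM in C57BL/6 and 156 ± 11.4 CPM in PWK/PhJ. Gm17167 reached 76.6 ± 6.84 CPM in PWK/PhJ and stayed at 1.07 CPM or less in 129S1/SvImJ, A/J, CAST/EiJ and WSB/EiJ. Tmem181a ranged from 21.7 ± 5.74 CPM in WSB/EiJ to 216 ± 28.3 CPM in 129S1/SvImJ. B530045E10Rik was at 234 ± 166 CPM in CAST/EiJ and at most 2.31 CPM elsewhere, with the widest spread between mice, 86.7 to 434 CPM. The CAST/EiJ mice of batches 1 and 2, with Y transcripts, were at 108 and 86.7 CPM. Those of batches 3 and 4, without them, were at 434 and 307 CPM. With 4 mice this split cannot be told apart from a difference between batches.

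Ulk4, Psat1 and Acp1 each fell into a high and a low set of strains. Ulk4 was at 139 to 149 CPM in 129S1/SvImJ, C57BL/6 and NZO/HlLtJ and at 36.0 to 47.4 CPM in the other 5. Psat1 was at 74.7 to 91.3 CPM in A/J, NOD/ShiLtJ and WSB/EiJ and at 9.36 to 14.1 CPM in the others. Acp1 was at 106 to 116 CPM in 129S1/SvImJ, A/J and C57BL/6 and at 15.3 to 31.1 CPM in the others. The largest edgeR adjusted p among these 10 genes was 1.67e-19, that of B530045E10Rik.

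**Figure D3:**
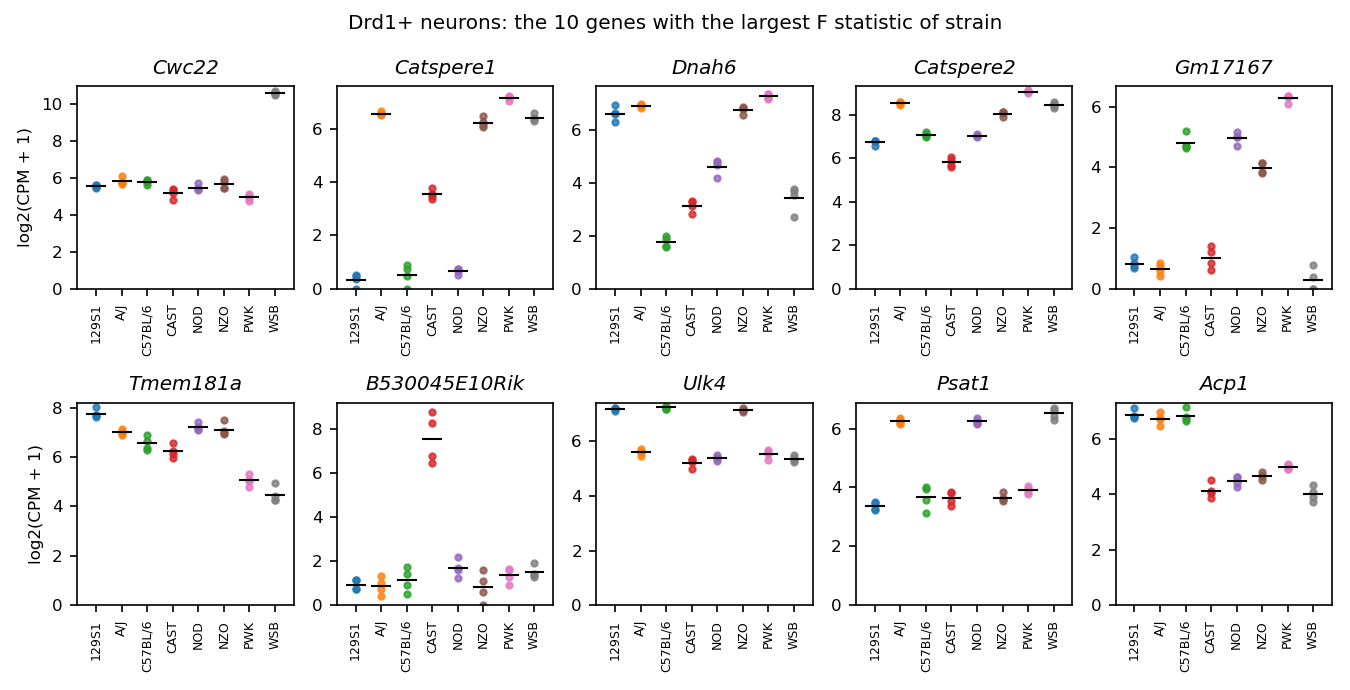
Expression in Drd1+ neurons, as log2 of CPM plus 1, of the 10 genes with the largest F statistic, for 8 strains of 4 mice each; points are mice and lines strain means. B530045E10Rik in CAST/EiJ spans 86.7 to 434 CPM.

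Each strain was then set against the mean of the other 7 in Drd1+ neurons (edgeR quasi-likelihood, Benjamini-Hochberg). PWK/PhJ differed in 4612 genes (2285 higher, 2327 lower) and CAST/EiJ in 4403 (2263 higher, 2140 lower). The share of higher genes in PWK/PhJ, 49.5%, lay on either side of 50% with other scaling, filter, tool, block or replicates, from 48.8% without batch 4 to 55.4% without an expression filter. Among genes with a log2 fold change of at least 1, more were lower than higher in PWK/PhJ (527 and 362) and in CAST/EiJ (489 and 434). The other strains had fewer genes, 2650 in NZO/HlLtJ, 2311 in A/J, 2277 in WSB/EiJ, 2133 in NOD/ShiLtJ, 1873 in C57BL/6 and 1652 in 129S1/SvImJ. A required log2 fold change of at least 1 moved these counts most, to 923 in CAST/EiJ, 889 in PWK/PhJ and 297 to 415 in the others. The median log2 fold change over all tested genes lay between -0.00303 and 0.0103 over the 8 contrasts.

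**Figure D4:**
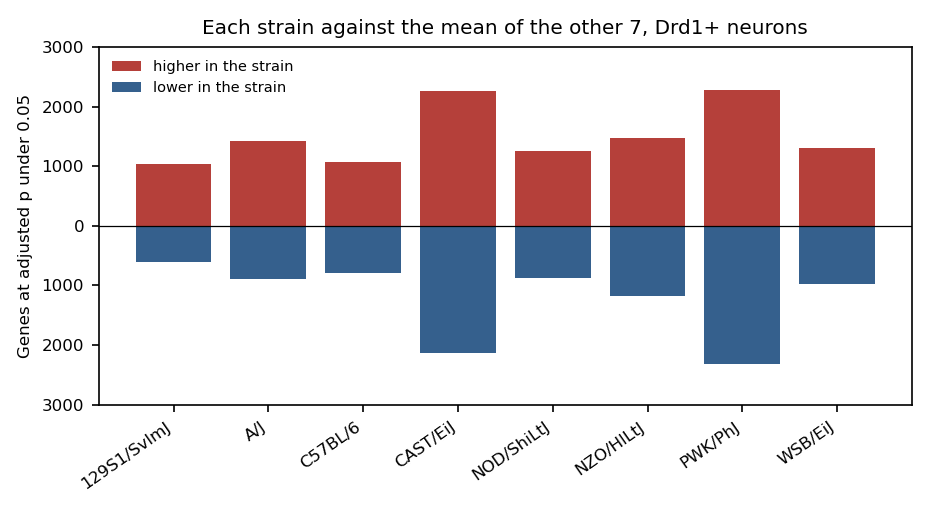
Genes at an adjusted p under 0.05 in the contrast of each strain with the mean of the other 7 in Drd1+ neurons, with genes higher in the strain above 0 and genes lower below. PWK/PhJ (4612) and CAST/EiJ (4403) have the most.

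The gene with the largest difference per strain, separated from all other mice, is given with its counts. Col5a2 was at 18.4 ± 4.17 CPM (SD, n = 4) in 129S1/SvImJ and at 3.73 ± 3.59 CPM in the other 28 mice. Insyn2b was at 26.5 ± 1.78 CPM in A/J against 3.65 ± 3.57. Ntn4 had 1 count in the 4 mice of C57BL/6 and 1347 counts in the others, a mean of 15.1 ± 11.5 CPM. Sult3a1 was at 41.0 ± 4.34 CPM in CAST/EiJ, with 7 counts over all other mice. Ctcflos was at 48.6 ± 18.7 CPM in NOD/ShiLtJ against 2.75 ± 3.48. E430024P14Rik was lower in NZO/HlLtJ, at 1.26 ± 0.752 CPM against 37.8 ± 14.8. Scn10a was at 11.0 ± 4.31 CPM in PWK/PhJ, with 15 counts elsewhere, and Gm13727 at 19.1 ± 7.6 CPM in WSB/EiJ, with 4 counts elsewhere. Of these 8 genes, Gm13727 was not called by DESeq2. The largest edgeR adjusted p among these 8 contrasts was 2.29e-10, that of Insyn2b.

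Over the 28 pairs of strains in Drd1+ neurons, the median number of called genes was 2134.5 (edgeR, Benjamini-Hochberg). The fewest, 1124, separated 129S1/SvImJ from C57BL/6, and the most, 4251, separated A/J from PWK/PhJ. Pairs with PWK/PhJ had a mean of 3918 genes and pairs with CAST/EiJ 3822, while the means of the other strains lay between 2082 and 2581. With a log2 fold change of at least 1 also required, the median was 613.5, the alternative that moved it most.

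Strain effects were compared between clusters through the genes tested in both. Of 12700 genes tested in Drd1+ and Drd2+ neurons, 6198 were called in both, where independent calls would give 4395. Between Drd1+ neurons and oligodendrocytes 2165 genes were called in both (1719 from independent calls). For astrocytes these numbers were 1229 and 968, and for macrophages 603 and 496. Genes are not independent replicates, and the clusters come from the same 32 mice and pools, so effects of single mice and free RNA are shared between them. In the first 5 clusters by number of nuclei, 133 of 3235 genes tested in all were called in all.

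Whether the strain effect itself differs between Drd1+ and Drd2+ neurons was tested by the interaction with the mouse as a block (edgeR quasi-likelihood, Benjamini-Hochberg). Of 13791 genes, 631 were called, and 1739 had an unadjusted p under 0.05. Of these 631, 578 were also called by the strain term in Drd1+ neurons and 570 in Drd2+ neurons. The alternative that moved this count most was a fit with no block, with 69 genes. The log2 CPM ratio of Drd2+ over Drd1+ neurons of the same mouse describes the 5 named genes (SD, n = 4 per strain). For Fstl5 it ranged from -1.79 ± 0.28 in C57BL/6 to 0.47 ± 0.05 in PWK/PhJ. For Prkd1 it ranged from 0.66 ± 0.13 in NOD/ShiLtJ to 2.38 ± 0.13 in PWK/PhJ. Epha6 was at -0.64 ± 0.09 in PWK/PhJ, while the means of the other strains lay between 0.01 and 0.20. Cntnap3 was at -4.84 ± 0.67 in C57BL/6 and -4.52 ± 0.50 in PWK/PhJ, and at -2.65 to -1.78 elsewhere. Reln was at -2.15 ± 0.09 in PWK/PhJ and at -1.35 to -0.70 elsewhere. The largest edgeR adjusted p among the 5 was 2.12e-11.

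**Figure D5:**
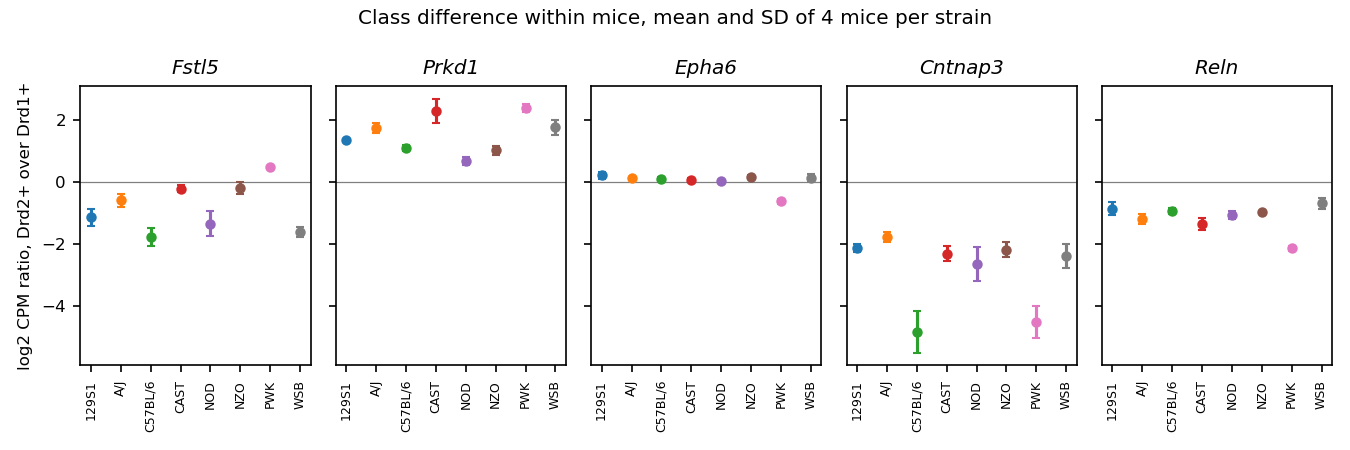
Mean and SD over 4 mice per strain of the log2 CPM ratio of Drd2+ over Drd1+ neurons within a mouse, for 5 genes. PWK/PhJ is highest for Fstl5 (0.47) and lowest for Epha6 (-0.64) and Reln (-2.15).

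Of the list of 20 genes fixed in advance, all 20 were tested in Drd1+ neurons, where 20 were called when adjusted over the list alone and 19 over all genes (edgeR). In Drd2+ neurons 19 were tested, with 17 called when adjusted over the list alone and 16 over all genes. These shares stand beside 61.7% and 55.9% of all tested genes, which were not matched to the list by expression. Gabra2 was highest in C57BL/6 in both clusters, at 486 ± 27.3 CPM in Drd1+ and 501 ± 43.0 CPM in Drd2+ neurons (SD, n = 4), and lowest at 351 ± 24.7 CPM in 129S1/SvImJ and 353 ± 32.2 CPM in PWK/PhJ. Which substrain was used stays unclear (C57BL/6NJ in the deposited table, C57BL/6J in the design text). Values of C57BL/6 here may therefore not hold for both. Glo1 was high in A/J and CAST/EiJ, at 34.4 ± 4.19 and 34.1 ± 4.24 CPM in Drd1+ neurons, and lowest in C57BL/6, at 16.9 ± 1.31 CPM. Rgs9, Pde10a, Ppp1r1b and Cnr1 had their lowest mean in NZO/HlLtJ in both clusters. Cnr1 had the widest span of these 4, from 156 ± 39.8 CPM in NZO/HlLtJ to 387 ± 53.6 CPM in NOD/ShiLtJ in Drd1+ neurons, but there it lost its call without batch 2 (edgeR adjusted p = 0.0885 over the list alone) and without batch 3 (0.061), in a range of 9.35e-05 to 0.0885 over the alternatives. Ppp1r1b lost its call in both clusters with no block (0.0686 and 0.0505). Drd1 in Drd1+ neurons ranged from 176 ± 9.57 CPM in PWK/PhJ to 289 ± 33.8 CPM in CAST/EiJ. Drd2 in Drd2+ neurons ranged from 389 ± 92.4 CPM in CAST/EiJ to 470 ± 72.3 CPM in A/J (edgeR adjusted p = 0.0633 over all genes, 0.0411 adjusted over the list alone), and over the alternatives that lost this call the latter ran from 0.0526 with DESeq2 to 0.823 with no block. Drd1 and Pdyn were not called in Drd2+ neurons, where their means were 10.1 and 3.43 CPM. Drd2 and Adora2a were called over the list in Drd1+ neurons at means of 11.8 and 10.7 CPM, against 431 and 169 CPM in Drd2+ neurons. At such low levels, free RNA or nuclei placed in the wrong cluster could contribute to these calls, which was not tested.

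The index of accessible regions listed 291715 peaks, each with the same end minus start of 999 bases. Of these, 285557 lay on chromosomes 1 to 19, 6093 on X, 32 on Y and 33 on other contigs. The index held 54937 barcodes, all found in the table of nuclei, and 48797 of them were annotated nuclei, 87.7% of those analysed here. The share of annotated nuclei in the index was 95.4% in Drd1+ neurons and 96.3% in Drd2+ neurons, but 77.4% in oligodendrocytes, 72.7% in macrophages, 54.8% in endothelium and 51.0% in mural cells. By batch it was 85.4%, 85.4%, 83.9% and 96.6%, and the means of the strains lay between 86.5% and 89.1%. Accessibility per nucleus was not analysed here.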

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

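The tests of single mice and of single batches in this part were chosen after their values had been seen. The regrouping of mice and the thinning of counts for the comparison of Drd1+ and Drd2+ neurons were chosen before the data were examined. The test of counting error was also changed after its first outcome was seen. It first set the interval of a mouse against the values of the others, with an error only for counts of 0, and now sets interval against interval. The change opened counting error for Unknown in NOD/ShiLtJ, Catspere2 and Gm17167. Of 15 values, 7 stand clear of the others now, and 14 would if the others were taken without any error. Overlap of intervals is a lenient test. A mouse was singled out when its gap to the nearest of the other 3 mice of its strain, relative to the range of all 4, passed Dixon's 95% critical value. Of 240 groups of 4 mice, 19 held such a mouse, and chance gives about 1 in 20 groups, or 12. Chance may thus give many of these values, and where the design names no group that could explain one, no biological explanation was tested.

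The A/J mouse of batch 2 contributed 4416 nuclei, against 1757 to 1901 in the other A/J mice, and 28.3% of the nuclei of its batch. Doublets counted as single nuclei would raise the UMIs per nucleus, but its median of 5227 lay inside the 5120 to 5313 of the A/J mice of batches 1 and 4. Nuclei of mice with Xist called A/J would carry that transcript, yet 3.44% of its nuclei did, inside the 2.42% to 3.48% of the other 4 mice of batch 2 with Y transcripts. Nuclei of those 4 mice called A/J were not tested for. More nuclei of this mouse in the pool is a candidate explanation that stays open: the shares of 8 of the 9 tested clusters lay inside the range of the 31 other mice, and the second Drd1+ cluster, at 1.49%, was the lowest of all mice.

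The C57BL/6 mouse of batch 1 contributed 2095 nuclei, against 1458 to 1510 in the other C57BL/6 mice. The other mice of batch 1 had a mean of 1896 nuclei, those of batches 2, 3 and 4 of 2019, 1474 and 1628. The mean of batch 2 rests on the A/J mouse above, and without that strain the means were 1918.5, 1619, 1426.5 and 1582. In 5 of 8 strains the mouse of batch 1 had the most nuclei. A batch difference in nuclei may therefore contribute, but it cannot be told apart from a difference of this mouse, because the other 3 strains had their most nuclei elsewhere.

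The median UMIs per nucleus were 3293 in the A/J mouse of batch 3, against 5120 to 5313 in the other A/J mice, and 2826 in the WSB/EiJ mouse of batch 3, against 4704 to 5070. In all 8 strains the mouse of batch 3 had the lowest median, which is consistent with a batch difference in depth.

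The share of astrocytes was 6.03% in the A/J mouse of batch 3, against 9.31% to 9.83% in the other A/J mice, and 4.24% in the PWK/PhJ mouse of batch 3, against 7.92% to 8.57%. Counting error is too small for this: the exact 95% intervals ended at 7.25% and 5.52%, and those of the other mice started at 8.04% and 6.65%. The mean share by batch was 9.02%, 9.55%, 5.55% and 9.28%. In 7 of 8 strains the mouse of batch 3 had the lowest share, NOD/ShiLtJ being the exception. A batch difference in the yield of astrocytes may account for most of this, but the exception and the lower share of barcodes kept in batch 3 leave it open.

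In smaller clusters, counting error stays open for several values, whose intervals overlap those of the other mice. The share of Nxph1+ interneurons in the WSB/EiJ mouse of batch 2 was 1.38% (1.86% to 1.93% in the others), with an interval up to 2.04%, and those of the others started at 1.25%. The cluster Unknown made up 1.31% in the NOD/ShiLtJ mouse of batch 1 (0.314% to 0.424%), with an interval from 0.81%, and those of the others reached 0.833%. The cluster Unknown_2 held 1, 1, 2 and 3 nuclei in the mice of batch 2 of A/J (0.0226%), PWK/PhJ (0.0696%), WSB/EiJ (0.111%) and NZO/HlLtJ (0.19%), and none in the other mice of these strains. Their intervals started at 0.000573%, 0.00176%, 0.0134% and 0.0391%, and those of the other mice reached 0.21%, 0.3%, 0.258% and 0.248%. In batch 2 the share of Unknown_2 was the highest in 5 of 8 strains and that of Nxph1+ interneurons the lowest in 3, and in batch 1 that of Unknown was the highest in 2, so a batch difference in these shares stays open. All intervals here are exact and cover counting error only.

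Other shares stood clear of counting error. Unknown_2 made up 0.756% in the 129S1/SvImJ mouse of batch 4 (interval from 0.391%, others up to 0.357%) and 1.73% in the CAST/EiJ mouse of batch 1 (interval from 1.19%, others up to 0.39%). The cluster Slc17a7+ neuron made up 2.63% in the NZO/HlLtJ mouse of batch 4, against at most 0.442% in the other NZO/HlLtJ mice (interval from 1.88%, others up to 0.909%). The cluster Slc17a7+ neuron_2 made up 2.13% in the C57BL/6 mouse of batch 4, against 0.0477% to 0.331% (interval from 1.45%, others up to 0.771%). The share of Slc17a7+ neuron was the highest in batch 4 in 4 of 8 strains and that of Slc17a7+ neuron_2 in 3, so a batch difference stays open for them. For Unknown_2 it is unlikely: batch 1 was the highest in 1 of 8 strains and batch 4 in 1, and the other 7 mice held 0 of 13461 nuclei in batch 1 and 1 of 11265 in batch 4 (exact upper limits 0.0274% and 0.0494%). What sets these 2 mice apart was not tested further.

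Tissue beyond the striatum in some dissections is a candidate explanation for the shares of both Slc17a7+ clusters. It predicts that they rise and fall together across mice. Within batches, the log2 shares of these clusters correlated with r = 0.738 over 32 mice (permutation test, p = 3e-05) and with rho = 0.673 (permutation test, p = 0.00011), the only such relation computed. Without the 2 mice farthest from the median, r was 0.74, and in batches 1 to 4 it was 0.764, 0.687, 0.523 and 0.947. A yield of these neurons that varies between mice for other reasons was not tested and stays open.

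Among the 10 genes named for the strain term, 3 had a mouse far from the others of its strain. Catspere2 was at 235 CPM in the NZO/HlLtJ mouse of batch 2 (273 to 276 in the others), and its exact interval up to 256 CPM overlapped theirs, from 253. Gm17167 was at 35.3 CPM in the C57BL/6 mouse of batch 3 (23.8 to 25.2), with an interval from 28.2 CPM where theirs reached 31.4. Tmem181a was at 258 CPM in the 129S1/SvImJ mouse of batch 3 (197 to 205), and its interval from 239 CPM stayed clear of theirs, up to 221. Counting error thus stays open for Catspere2 and Gm17167 but does not account for Tmem181a. In all 8 strains the mouse of batch 3 was the highest for Tmem181a, with means by batch of 95.1, 101, 129 and 102 CPM, which is consistent with a batch difference in this value; its cause was not tested. Catspere2 was the lowest in batch 2 in 3 of 8 strains and Gm17167 the highest in batch 3 in 2, which leaves a batch difference open for them.

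A test of the difference itself found 631 genes whose strain effect differs between Drd1+ and Drd2+ neurons. Of 24 assignments of the strain labels within batches, 1, the real one, gave as many genes, and the others gave at most 15. Chance is thus unlikely to account for this count, but 24 assignments allow no share below 1 in 24. Permuted labels leave real strain differences in the residual, so the permuted counts do not measure false calls among the 631. A different depth of the clusters of a mouse is unlikely to be the cause: with both thinned to the same total, 594 genes were called, 551 of them among the 631. Free RNA from other cells, nuclei of a strain placed in the wrong cluster, and strain variants against the reference were not tested and stay open. So does a biological difference between strains in how these neurons regulate genes, which was not tested apart from them.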

How the results depend on the processing

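The settings with 100 nuclei per library and with counts thinned over 7 clusters were added after the data were seen; the other alternatives were planned. The balance of higher and lower genes in PWK/PhJ reversed, from 49.5% higher to 51.4% with RLE scaling, 51.3% with DESeq2, 55.4% with no filter and 50.5% without batch 1, and narrowly with limma-voom; the cause was not tested. The other 7 strains had over 50% higher in each of these settings of scaling, filter, tool, block and replicates. With a log2 fold change of at least 1, CAST/EiJ too had fewer higher (434) than lower genes (489), as PWK/PhJ had (362 and 527). The log2 fold changes of the 8 genes named for a strain kept their sign in the settings run. Of the values that answer a comparison, 262 of the alternatives kept their side of the threshold or stayed within 1.5 times the reported count, 93 counts moved further and 1 p-value passed its threshold. Of the values of single genes and clusters, 769 kept their side, 25 lost it and 9 gained it.

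Depth limits the counts of strain-dependent genes. With 10 nuclei per library, 130 genes were called in Drd1+ neurons, 145 in Drd2+ neurons, 60 in oligodendrocytes, 50 in astrocytes, 67 in macrophages, 120 in the second Drd1+ cluster, 5 in Nxph1+ interneurons, 11 in endothelium and 10 in Polydendrocyte/Oligodendrocyte. With 100 nuclei, 3022, 2898 and 1182 were called in the first 3. With every library of the first 7 clusters thinned to 27325 counts, 115, 106, 201, 118, 206, 124 and 11 were called in that order. Thinning within a cluster gave 1254 genes in oligodendrocytes, 188 in astrocytes, 206 in macrophages, 527 in the second Drd1+ cluster, 12 in Nxph1+ interneurons, 51 in endothelium and 7 in Polydendrocyte/Oligodendrocyte. In these settings fewer counts remain and fewer genes pass the expression filter, 2016 in Drd1+ neurons with 10 nuclei, where 128 of the 130 calls were among the 8283.

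Without CAST/EiJ and PWK/PhJ, 4817, 4193, 1894, 867, 530, 482, 14, 61 and 5 genes were called in the 9 clusters, in the order of the first list, a fit with fewer samples. A span of at least 1 left 3369, 2987, 1793 and 610 genes in Drd1+ neurons, Drd2+ neurons, oligodendrocytes and the second Drd1+ cluster. Without the nuclei of most and fewest UMIs, 592 genes were called in macrophages and 42 in endothelium, and the cause was not tested.

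The smallest clusters moved with many choices. Nxph1+ interneurons had 468 calls with no filter, 109 with DESeq2, 94 with limma-voom, and 37, 38, 39 and 30 without A/J, CAST/EiJ, NZO/HlLtJ and PWK/PhJ. Endothelium had 527 with no filter, 71 with no block and 75 without CAST/EiJ. Polydendrocyte/Oligodendrocyte had 221 with no filter, 75 with DESeq2, and 17, 9 and 13 without CAST/EiJ, NOD/ShiLtJ and PWK/PhJ. Beyond fewer samples, the cause was not tested.

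Leaving out each replicate gave 6636 to 7411 genes in Drd1+ neurons, 1138 to 1675 in astrocytes, 628 to 780 in the second Drd1+ cluster, 24 to 46 in Nxph1+ interneurons, 63 to 138 in endothelium and 6 to 58 in Polydendrocyte/Oligodendrocyte. Against the other strains it gave 1082 to 1294 genes for 129S1/SvImJ, 1466 to 1937 for A/J, 1238 to 1445 for C57BL/6, 1363 to 1640 for NOD/ShiLtJ, 1751 to 2427 for NZO/HlLtJ and 1458 to 1874 for WSB/EiJ, and the median over pairs was 1389 to 1851.5. These fits have fewer samples. Requiring a log2 fold change of at least 1 left 297, 361, 367, 923, 414, 399, 889 and 415 genes in 129S1/SvImJ, A/J, C57BL/6, CAST/EiJ, NOD/ShiLtJ, NZO/HlLtJ, PWK/PhJ and WSB/EiJ, and a median over pairs of 613.5. Against C57BL/6 alone, A/J had 1290 genes; the cause was not tested.

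The interaction gave 96 genes with batch as the block and 69 with no block, 95 and 68 of them among the 631; both leave the differences between mice in the residual. With DESeq2 it gave 435 and without each replicate 421 to 488.

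For shares of nuclei, 5 clusters were called with shares of neurons or of non-neurons, 3 with the share in place of its log2, 3 without the nuclei of most and fewest UMIs, and 0 to 1 without each replicate. Drd1+ neurons gained the call with shares of neurons (adjusted p = 0.009, permutation test) and after trimming (0.0084), oligodendrocytes with the untransformed share (0.0436) and after trimming (0.0084). Trimming removes nuclei by depth, which differs between clusters, so it can change shares by itself. Shares of neurons or of non-neurons also called Drd2+ neurons (0.0389), astrocytes (0.0353) and the second Drd1+ cluster (0.0347), and the untransformed share Chat+ interneurons (0.0436). The 0 arose without batch 1, where 4 clusters had an unadjusted p under 0.05 in the permutation test. Median UMIs over Drd1+ neurons alone gave p = 4e-05 (permutation test). The causes were not tested.

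In the fixed list, 13 to 18 genes were called in Drd2+ neurons and 17 to 20 in Drd1+ neurons over the alternatives run, and Drd2 in Drd2+ neurons lost its call with DESeq2, with no block, and without batch 1, 3 or 4 (adjusted p from 0.0526 to 0.823 in these). In Drd1+ neurons, calls were also lost by Drd2 (no block 0.169, without batch 1 0.0564, without batch 4 0.205), Chrm4 (without batch 1 0.0531, 2 0.0671, 4 0.0621), Cnr1 (without batch 2 0.0885, 3 0.061), Nnt (without batch 2 0.0547), and, with no block, Tac1 (0.0743) and Ppp1r1b (0.0686). In Drd2+ neurons they were lost by Adora2a (no block 0.0598, without batch 1 0.0551), Tac1 (without batch 3 0.112, 4 0.211), Nnt (without batch 4 0.058), and, with no block, Penk (0.859) and Ppp1r1b (0.0505), while Drd1 gained one with limma-voom (0.0478). Alternatives with sex, an overlap of peaks with genes, and 50 nuclei per library in clusters too small for it were not run; a minimum width of peaks removed none.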

Other observations

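The regrouping of mice and the depth of glial nuclei were tests chosen before their results were seen; the tests of Cwc22, of Catspere1 and Catspere2, of Y transcripts and of the direction of calls in CAST/EiJ and PWK/PhJ were chosen after.

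Chance is unlikely to account for any of the counts of called genes. Strain labels were permuted within batches in 40 assignments, the real one included, which allows no share below 1 in 40. Permuted labels leave real strain differences in the residual, so the permuted counts do not measure false calls. In each of the 9 clusters, in each contrast of a strain with the others, for the median over pairs and for the fixed list in both clusters, 1 of the 40, the real one, gave as many genes. The other assignments, some of which leave mice of a strain together, gave at most 101 genes by the strain term in Drd1+ neurons, against 8283, and at most 519 in a contrast, for WSB/EiJ against 2277.

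The order of the clusters by called genes depended on what was matched. With all libraries of the first 7 clusters thinned to 27325 counts, 201 genes were called in oligodendrocytes and 206 in macrophages, but 115 in Drd1+ neurons and 106 in Drd2+ neurons. Astrocytes, with 118, were near these neurons, as was the second Drd1+ cluster, with 124, and Nxph1+ interneurons had 11. With 10 nuclei per library Drd1+ and Drd2+ neurons stayed ahead, with 130 and 145 genes against 60 in oligodendrocytes, 67 in macrophages and 50 in astrocytes. The second Drd1+ cluster had 120, but Nxph1+ interneurons had 5. Nuclei of neurons also hold more counts. No setting matched counts, nuclei and tested genes together, and whether the strain effect itself differs between neurons and glia was not tested.

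CAST/EiJ and PWK/PhJ had the most genes against the other strains. Reads lost against the reference genome, through sequence that differs from it, would lower genes in these strains. Genes lower by at least 1 on the log2 scale were indeed most frequent there (489 and 527, at most 187 in the 6 other strains), but genes higher by at least 1 were too, 434 in CAST/EiJ and 362 in PWK/PhJ, against at most 276 in the others. Lost reads are thus unlikely to account for the whole excess, though they may add to it. The genetic background of these strains remains open as an untested biological explanation.

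The median UMIs of Drd1+ nuclei, relative to the mean of the batch on the log2 scale, lay below 0 in all 4 mice of CAST/EiJ (mean -0.07), NZO/HlLtJ (-0.05), PWK/PhJ (-0.13) and WSB/EiJ (-0.07). The means of 129S1/SvImJ, A/J, C57BL/6 and NOD/ShiLtJ lay between 0.06 and 0.09. If reads lost against the reference genome were the cause in CAST/EiJ and PWK/PhJ, their glial nuclei would be lower too. Of 6 pairs of strain and glial cluster, 4 had a mean below 0, all 3 of PWK/PhJ among them and astrocytes alone in CAST/EiJ, so lost reads cannot be told apart from a difference in RNA content.

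Cwc22 was high in WSB/EiJ in all 7 clusters examined. The ratio of its mean unscaled CPM in WSB/EiJ to that in the other 28 mice lay between 34.5 in Drd2+ neurons and 49.8 in macrophages over 7 clusters. An excess of like size in all cell types is consistent with extra copies of the gene in this strain, a hypothesis that DNA would test; a regulatory change active in all cells, or reads from a related sequence, was not tested and would look the same. Gm13727, the gene named for WSB/EiJ, stands next to Cwc22 in the gene list of the matrices.

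Catspere1 and Catspere2 both differed between strains and were highest in PWK/PhJ. If reads shared between these related genes were moved from one to the other by strain variants, their sum would be alike in all strains. The mean of the summed unscaled CPM ranged from 65.7 ± 10.9 (SD, n = 4) in CAST/EiJ to 695 ± 28.9 in PWK/PhJ, a ratio of 10.6, so an exchange of reads is unlikely to be the whole cause.

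Transcripts of the Y chromosome divided the 32 mice into 2 sets. Uty was detected in 39.9% to 56.9% of the nuclei of 18 mice and in 0.285% to 1.25% of the nuclei of the other 14. Xist was detected in 2.42% to 5.46% of the nuclei of those 18 mice and in 91.0% to 98.4% of those of the 14. Nuclei of 2 mice of different sex in 1 library would give shares of Uty and Xist between those of the 2 sets. No mouse had Uty in 5% to 35% of its nuclei (0 of 32), limits set after the 2 sets had been seen. Nor did any mouse have Xist between 5.46% and 91.0%. These values argue against an even mixture of this kind in the 32 mice, but a small admixture would not show. The labels state 4 males in each batch, 16 in all, while 5, 5, 4 and 4 mice of batches 1 to 4 carried Y transcripts. They were 4 of the 4 NOD/ShiLtJ mice and 2 of 4 in each other strain. Sexes other than planned may explain the count of 18, but the sexes are not given per mouse. The contrast of NOD/ShiLtJ with the other strains can therefore hold differences between sexes: its log2 fold change was -6.62 (SE 2.98) for Xist and 1.14 (SE 1.07) for Uty. That neither was called excludes nothing, because each other strain mixes mice with and without Y transcripts, which widens the spread. The same limit applies to the pairs with NOD/ShiLtJ and to its shares of nuclei. Among the latter are its mean share of Drd1+ neurons, the lowest of all strains at 21.0%, and of oligodendrocytes, the highest at 29.1%.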
